# GALC Triggers Tumorigenicity of Colorectal Cancer via Senescent Fibroblasts

**DOI:** 10.3389/fonc.2020.00380

**Published:** 2020-04-07

**Authors:** Mengdi Yang, Zhiyuan Jiang, Guangyu Yao, Zhiyu Wang, Jing Sun, Huanlong Qin, Hui Zhao

**Keywords:** senescent fibroblasts, tumorigenicity, colorectal cancer, galactosylceramidase, tumor microenvironment

## Abstract

Colorectal cancer (CRC)-associated senescent fibroblasts may play a crucial role in tumor progression, but the mechanism remains unclear. In order to solve this complicated problem, we randomly collected 16 patients with CRC, who had been treated with oxaliplatin and capecitabine (XELOX). Hematoxylin-eosin (HE) staining revealed that the tumor-stroma ratio (TSR) of CRC was affected by XELOX treatment. Immunohistochemistry (IHC) and senescence-associated β-galactosidase (SAβG) staining were used to verify a stable model of senescent fibroblasts. IHC analysis showed that high expression levels of galactosylceramidase (GALC) and significant senescence-associated β-galactosidase (SAβG) staining were associated with CRC patient survival. We observed that fibroblasts overexpressing GALC underwent cell cycle arrest. Changes in cell morphology and cell cycle characteristics were accompanied by the upregulation of the *p16, p21*, and *p53* gene, and the downregulation of *hTERT* expression. In a co-culture system, fibroblasts overexpressing GALC significantly increased the proliferation of CRC cells. Transmission electron microscopy (TEM) analysis confirmed that GALC overexpression fibroblasts co-cultured with CRC caused changes in CRC cell morphology. The aging fibroblast co-culture group (70%) had a higher migration ability. *In vivo* experiments and transcriptomics analysis were performed to verify the effect of senescent fibroblasts on tumor formation and to identify the potential mechanisms for the above results. We found that a high expression of ATF3 was related to good survival rates. However, a high expression of KIAA0907 was bad for survival rates (*p* < 0.05). The knockdown of ATF3 can promote cell proliferation, migration, and clonogenic assays, while downregulation of KIAA0907 inhibits cell proliferation, migration, and clonogenic assays. The results demonstrate that senescent fibroblasts with a high level of GALC regulated several aspects of the tumor growth process, including migration and invasion.

## Introduction

Colorectal cancer (CRC) remains one of the leading causes of mortality worldwide, and it is a severe threat to public health (1, 2). Treatment of CRC is a critical challenge, since many patients do not respond to therapy and those that do respond can develop drug resistance after most advanced treatment strategies that are provided in the clinics (3, 4). Previous studies have demonstrated that senescent fibroblasts are abundant and heterogeneous in the tumor microenvironment (TME), and they are closely associated with cancer progression and resistance to therapy (5, 6). As fibroblasts are the most abundant cell type in the tumor stroma, the deregulation of secreted paracrine factors from fibroblasts has been shown to influence the growth, invasion, and metastasis of cancer cells (7). While several mechanisms have been reported for the regulation of cancers by senescent fibroblasts (8–10), it is clear that additional mechanisms also contribute to the stromal regulation of cancers, and thus, additional studies are warranted.

Senescent fibroblasts are thought to be precursors to cancer-associated fibroblasts (CAFs) (11, 12). They share the ability to stimulate proliferation and invasive behavior (13, 14). Senescence was originally used as a model to study the aging of fibroblasts both *in vitro* and *in vivo* (15). However, senescent cells induced by traditional methods are difficult to obtain in large quantities. In cell culture experiments and in aging humans, senescent fibroblasts have been associated with increased β-galactosidase (SAβG) activity (16). Galactosylceramidase (GALC) is a lysosomal protein that hydrolyzes the galactose ester bonds of galactosylceramide, galactosylsphingosine, lactosylceramide, and monogalactosyldiglyceride (17). High levels of GALC expression can increase the expression of β-galactosidase. Thus, the cell senescence status can be assessed by detecting GALC expression. Metastatic CRC remains one of the most malignant human gastrointestinal carcinomas, with one of the worst 5-year prognoses (18, 19). While there is known to be an interaction between fibroblasts and CRC cells (20), the mechanisms are yet to be fully elucidated. Hence, this study aims to examine the effect of senescent fibroblasts on various CRC cell phenotypes.

## Materials and Methods

### Human Tissue Samples

The present study was reviewed and approved by the Ethics Committee of Shanghai Jiao Tong University Affiliated Sixth People's Hospital (2017-037). Written informed consent was obtained from all patients. The enrolling criteria included the following: (1) Colonoscopy diagnosed as CRC. (2) The preoperative imaging data were clearly T3-4N1-2M0, and the preoperative staging must have reached stage IIIB–IIIC (according to the American Cancer Society TNM staging standard) without distant metastasis. (3) Patients must be older than 18 years old and younger than 80 years old, and have a Kamofsky score of 70 or higher, with no history of tumor-related bleeding. (4) White blood cell count >4 × 10^9^/L, platelets >100 × 10^9^/L. The clearance rate of creatinine should be >60 ml/min, and there is sufficient liver function reserve: serum bilirubin <2.5 times the upper limit of normal, AS/ALT <2.5 times the upper limit of normal. (5) The patient had no previous bowel surgery and no history of radiotherapy and chemotherapy. The patient does not have any other malignant diseases. All patients received at least three cycles of the XELOX regimen with a 3-week course (oxaliplatin 130 mg/m^2^, day 1; capecitabine 1,250 mg/m^2^ twice daily, days 1–14). (6) Puncture samples from patients enrolled should be usable to perform clinical IHC and TSR analysis. (7) Patients should be available for follow-ups. Sixteen patients undergoing surgery after neoadjuvant chemotherapy at Shanghai Sixth People's Hospital and Shanghai Tenth People's Hospital between January 2010 and December 2012 were selected for this study. Biopsy specimens were collected from each patient before and after chemotherapy. The colonoscopy results before chemotherapy confirmed the diagnosis of CRC, and the computed tomography (CT) and magnetic resonance imaging (MRI) data of all patients were available. The characteristics of the patients included in this study are listed in Table 1.

**Table 1:** Basic information of clinical patients.

**Characteristics**			**Number**	**Percent (%)**
Gender	Man		9	56.25
	Woman		7	43.75
Tumor site				
	Colon			
		Ascending colon	4	25
		Sigmoid colon	3	18.75
	Rectum			
		High position (>10 cm)	3	18.75
		Median (7–10 cm)	2	12.5
		High position(<7 cm)	4	25
Surgical approach				
		Laparoscopic radical resection	10	62.5
		Dixon	3	18.75
		Miles	3	18.75
Pathology				
		Medium differentiated adenocarcinoma	5	31.25
		Low-grade adenocarcinoma	7	43.75
		Mucinous adenocarcinoma	4	25

### Cell Culture

Fibroblasts HFL1 (ATCC® CCL-153), HFF-1 (ATCC® SCRC-1041), CRC cell lines LoVo (ATCC® CCL-229), RKO (ATCC® CRL-2577), HCT116 (ATCC® CCL-247), HT-29 (ATCC® HTB-38), and virus-packaging 293T (ATCC® CRL-11268) cells were all purchased from the Institute of Biochemistry and Cell Biology, Chinese Academy of Science (Shanghai, China). The details of these cell lines can be obtained from the American Type Culture Collection (https://www.atcc.org/products). HFL1, HFF-1, LoVo, RKO, HCT116, HT-29, and virus-packaging 293T cells were cultured in Dulbecco's Modified Eagle Medium (DMEM; Invitrogen, Carlsbad, CA, USA), supplemented with 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin, at 37°C under 5% CO_2_.

### Lentivirus Packaging

The transfection mixture was prepared according to the following ratio: 600 μl OPTI-MEM plus, 72 μl PEI, and 24 μg plasmid [PLVX-GFP-GALC, PLVX-GFP, shCK, shATF3 (shATF3-1: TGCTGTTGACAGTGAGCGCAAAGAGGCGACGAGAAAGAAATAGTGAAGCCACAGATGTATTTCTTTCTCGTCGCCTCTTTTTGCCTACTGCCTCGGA; shATF3-2:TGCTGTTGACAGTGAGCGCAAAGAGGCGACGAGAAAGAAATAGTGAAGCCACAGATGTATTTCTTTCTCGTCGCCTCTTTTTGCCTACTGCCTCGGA), shKIAA0907(shKIAA0907-1:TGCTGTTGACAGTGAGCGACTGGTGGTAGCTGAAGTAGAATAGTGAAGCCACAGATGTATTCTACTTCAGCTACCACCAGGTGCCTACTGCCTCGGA, shKIAA0907-2:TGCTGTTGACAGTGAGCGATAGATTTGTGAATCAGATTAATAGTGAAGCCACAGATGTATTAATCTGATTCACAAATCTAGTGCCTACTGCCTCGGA)], which included 12-μg target plasmid, 10.68-μg dR8.9, and 1.32-μg VSV-G. Then the mixture was allowed to stand for 10 min. Transfection occurred for 4–6 h, and the medium was then changed. The medium was collected at 48 and 72 h, respectively.

### SAβG Staining

A Senescence β-Galactosidase Staining Kit (Beyotime, Shanghai, China; C0602) was used for SAβG staining. The SAβG staining efficiency was calculated as the number of positively stained cells divided by the total number of cells in a single field of view. Fibroblasts with a staining rate greater than 10% were used for subsequent experiments.

### Cell Co-culture

CRC (LoVo, RKO, HCT116, HT29) cells were thawed and plated on 10-mm glass coverslips (Menzel Glaser; Braunschweig, Germany) in 24-well plates for co-culture experiments or directly onto Transwell chambers (24 wells, each with a 4 μm pore size polycarbonate membrane; Corning Incorporated, USA) for cell migration experiments. LoVo and RKO cells were separately added to a 24-well plate at 5 × 10^5^ cells per well. LV-GALC and LV-NC HFL1 cells were then seeded in the lower chamber of the transwell chamber at 2 × 10^5^ cells per well, with three replicate wells per group. Co-culture experiments were performed in duplicate and repeated on three independent occasions. Data from the three independent experiments were pooled.

### Animal Experiments

Experimental animals were ordered through the Animal Ethics Committee of Shanghai Jiao Tong University Affiliated Sixth People's Hospital, and all animal experiments were performed under a protocol approved by the Committee (2016-0137). Two million viable LV-GALC, LV-NC, and LoVo cells were injected subcutaneously into the following two groups of 6-week-old nude male mice: (A) LoVo and LV-GALC (*n* = 12); and (B) LoVo and LV-NC (*n* = 11). Mice were sacrificed when the tumor volume in control mice reached 1,200 mm^3^. Tumor volume (mm^3^) was calculated based on the formula for approximating the volume of a spheroid. The tumor volume is calculated as V = (Length × width^2^)/2.

### Tumor-Stroma Ratio

The tumor-stroma ratio (TSR) was first used for the early evaluation of colon cancer in 2007 (21). The percentage of each field of view occupied by tumor cells was then evaluated under a microscope at 200 × magnification, and the remaining area was considered as the percentage of stroma. At least two fields of view were selected for evaluation, and the highest percentage of stroma was used as the final value. TSR calculations were performed by at least two certified pathologists who were blind to the patients' information.

### Immunofluorescence

The immunofluorescence assay was performed using the primary antibodies against Ki67 (Abcam, #ab15580, 1:100). The samples were then incubated with 1:200 for 1 h, and then incubated with 4′,6-diamidino-2-phenylindole (DAPI) (Santa Cruz TM) for 15 min. The images were captured and analyzed using Leica TCS SP8.

### Immunohistochemical Studies

Paraffin-embedded sections were incubated with a primary antibody against ki-67 (Abcam, #ab15580, 1:100), GALC (Proteintech #21544-1-AP), p53 (CST #2527, 1:200), p21 (CST #2947, 1:100), and p16 (Abcam, #ab51243, 1:500), followed by incubation with a secondary biotinylated antibody (Kirkegaard & Perry Laboratories). The method used for immunohistochemistry has been described previously (22, 23).

### Cell Cycle Analysis

Cell cycle analysis of LV-NC-HFL1/HFF-1, LV-GALC-HFL1/HFF-1, and/or HFL1/HFF-1 co-cultured with CRC cell lines was performed using propidium iodide (PI) staining (Beyotime, Shanghai, China; C1062). The experiment was performed according to the instructions of the reagent. The cells (5 × 10^5^) were analyzed using a BD LSR Fortessa (BD Biosciences, USA), and the data were analyzed using the FlowJo software (TreeStar, USA).

### Quantitative Reverse-Transcriptase PCR Analysis

Triplicate samples of total RNA were transcribed into complementary DNA (cDNA) using AMV Reverse Transcriptase (Promega, Madison, Wisconsin, USA). qPCR was performed on the cDNA samples using gene-specific primers, the Maxima TM SYBR Green/ROX qPCR Master Mix (Fermentas, Glen Burnie, Maryland), and a 7300HT real-time PCR instrument (Applied Biosystems, Foster City, CA, USA). PCR results were evaluated by melting curve analysis and by confirming the expected PCR products on 2% (w/v) agarose gels. The following equation was used for the analysis: ΔC_T_ = C_Ttargetgene_ - C_T__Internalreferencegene_; the comparison between samples: ΔΔC_T_ = ΔC_T__Experimentalgroup−_ ΔC_T__Controlgroup_; foldchange = 2^−ΔΔ*CT*^. The sequences of all PCR primers are listed in Table 2.

**Table 2:** RT-PCR primers in this study.

**Genes**	**Sequences**
galc Forward	TATTTCCGAGGATACGAGTGGT
galc Reverse	CCAGTCGAAACCTTTTCCCAG
p16 Forward	GATCCAGGTGGGTAGAAGGTC
p16 Reverse	CCCCTGCAAACTTCGTCCT
p21 Forward	GGGGACCTAGAGCAACTTACT
p21 Reverse	CAGCGCAGTCCTTCCAAAT
tert Forward	GGCACGGCTTTTGTTCAGAT
tert Reverse	TCCGGGCATAGCTGGAGTAG
p53 Forward	AGCTTGATCGCCTCTATAAGGA
p53 Reverse	CCCTCAGCTCATTAACACGCT

### Western Blotting Analysis

Total cell lysates were prepared using a RIPA buffer. Equal amounts of protein were separated by electrophoresis, transferred onto polyvinylidene fluoride membranes, and incubated with primary antibodies against anti-p53 (CST #2527, 1:1,000), anti-p21 (CST #2947, 1:1,000), anti-p16 (Abcam, #ab51243, 1:1,000), and anti-GADPH (Abcam #8245, 1:2,000), and a Horseradish peroxidase-conjugated secondary antibody (Jackson ImmunoResearch, West Grove, PA, USA, 1:5,000) was used; blots were developed with the ECL Plus reagent (Millipore, Burlington, MA, USA).

### Transmission Electron Microscope Analysis

Samples were placed into 5-ml centrifuge tubes, fixed in glutaraldehyde for 1 h at room temperature, and then stored at 4°C for 4 h. After fixation, the samples were washed three times with 0.2 M phosphate buffer (pH 7.4) for 10 min each wash. The samples were then serially dehydrated in ethanol at concentrations of 30, 50, 75, 90, 95, and 100% for 10 min at each concentration. After desiccation in a drying oven for 12 h, the samples were fixed on the copper plates of the microscope for analysis by transmission electron microscopy (TEM).

### RNA-Seq

After 24 h of co-culture, as described above, the Transwell chamber was discarded and RNA was extracted from co-cultured LoVo cells in a 6-well plate for RNA-seq analysis. The samples were sent to Genechem (Shanghai, China) for RNA-seq library preparation. The library quality was assessed on the Agilent Bioanalyzer 2100 system. Three biological replicates were used for RNA-seq experiments. Sequencing libraries were generated using a NEBNext Ultra^TM^ RNA Library Prep Kit for Illumina (NEB, USA). The clustering of the index-coded samples was performed on a cBot Cluster Generation System using a TruSeq PE Cluster Kit v4-cBot-HS (Illumia), following the manufacturer's instructions.

### Transwell Assays

In total, 1 × 10^5^ cells were seeded into the upper Transwell chambers (Corning, NY, USA), and media with 10% FBS were added to the lower chamber. After incubation for 24 h, the chamber was fixed in methanol and then stained using crystal violet (Beyotime). Using a light microscope, at least five randomly selected fields were photographed, after which the counts were averaged. All experiments were performed in triplicate.

### Cell Count Kit-8

The cells were cultured in a 96-well plate for 0, 24, 48, 72, and 96 h. Thereafter, a Cell Count Kit-8 (CCK-8, Dojindo, Japan) with a medium volume of 10% was added into the wells and incubated for 2–4 h at 37°C. The absorbance (OD) of the solution was then measured using a microplate reader (Biorad, USA) at 450 nm. The experiments were carried out in sextuplicate.

### Colony Formation Assay

Cells were plated in a six-well plate and incubated at 37 °C for 2 weeks. Colonies were fixed with 4% phosphate-buffered formalin (pH 7.4) and stained with Giemsa for 15 min. Each experiment was performed in triplicate.

### Statistical Analysis

Data were analyzed by ANOVA, the chi-square test, or the two-tailed Student's *t*-test, the Fisher-exact test, and the Mann–Whitney *U*-test, as appropriate, using SPSS version 20.0 (SPSS Inc., Chicago, IL, USA). All data are presented as the mean ± SD, and ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001 was considered to be statistically significant. All experiments were performed on three independent occasions.

## Results

### Analysis of Interstitial Cell Senescence and Related Pathological Parameters in Patients Undergoing Neoadjuvant Chemotherapy for Advanced CRC

To understand the changes that occur in the tumor stroma in patients undergoing neoadjuvant chemotherapy for CRC, 16 patients with locally advanced CRC, who had been treated with oxaliplatin and capecitabine (XELOX), were randomly selected. HE staining was performed on tumor samples to determine TSR before and after (Figure 1A) neoadjuvant chemotherapy. The characteristics of the patients included in the study are listed in Table 1. We found that 37.50% of patients (*n* = 6) had increased TSR after chemotherapy; however, changes in total TSR had no significant effect on the prognosis of patients (*p* = 0.3) (Table 3). We also stained tumor tissue samples for GALC, Ki67, p53, and E-cadherin (Figures 1B–E) to explore the relationship between these markers and prognosis. The results showed that high levels of GALC expression were associated with a poor prognosis (*p* < 0.01; Table 4).

**Figure 1:**
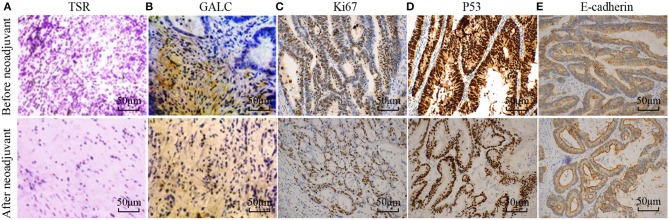
Disease-related indicators before and after neoadjuvant chemotherapy for colorectal cancer. **(A)** Hematoxylin-eosin (HE) staining showing the tumor-stroma ratio before and after neoadjuvant chemotherapy. Immunohistochemical staining of GALC **(B)**, Ki67 **(C)**, p53 **(D)**, and E-cadherin **(E)** was performed to explore the relationship between these markers and prognosis. *p* < 0.05 was considered statistically significant.

**Table 3:** The relationship between the clinical pathological factors and prognosis.

**TSR**	**State**		***p***
	**Survival (*n* = 11)**	**Died (*n* = 5)**	
Up	3	3	0.3
Down or not change	8	2	

**Table 4:** The relationship between the immunohistochemical markers and prognosis.

**Proteins**	**Expression**	**State**		***P***
		**Survival (*n* = 11)**	**Died (*n* = 5)**	
GALC	H	1	5	<0.01**
	L	10	0	
Ki67	H	7	4	0.6
	L	4	1	
p53	H	5	2	1
	L	6	3	
E-cadherin	H	4	2	1
	L	7	3	

### Generation of Senescent Fibroblasts Through GALC Overexpression

To explore the mechanism for the association between high GALC expression fibroblasts and poor prognosis in CRC patients, we transfected fibroblast cells with PLVX-GFP (LV-NC) or PLVX-GFP-GALC (LV-GALC) vectors (Figure 2A). We then determined the expression of GALC in LV-NC, LV-GALC, and un-transfected HFF1/HFL1 cells (NC) using qRT-PCR (*p* < 0.05, Figure 2B). These results demonstrated the successful overexpression of GALC in LV-GALC HFL1/HFF-1 fibroblasts. We also observed senescent features (24), including increased SAβG staining (Figure 2C) and morphological changes to larger, more flattened, and more irregularly shaped cells in LV-GALC HFF1/HFL1 cells, not observed in LV-NC HFF-1/HFL1 cells.

**Figure 2:**
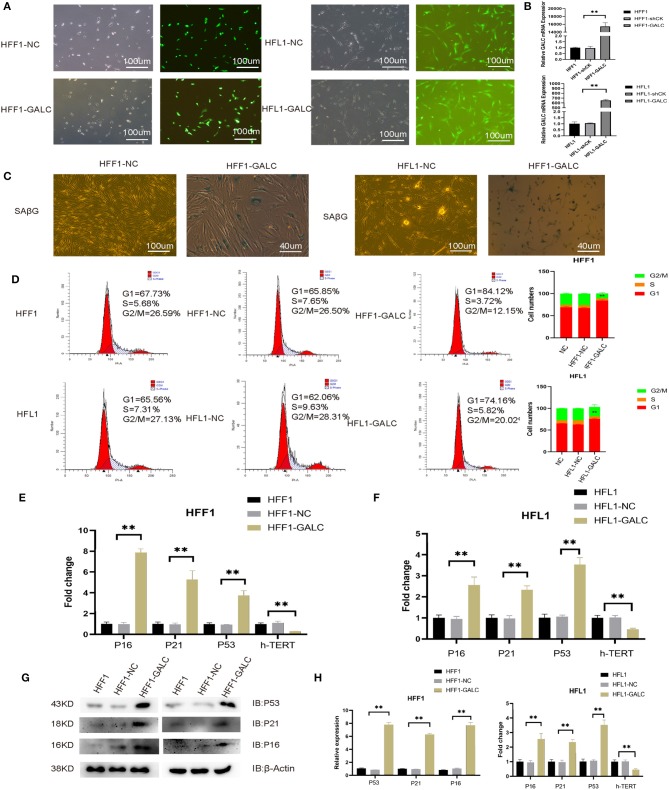
Generation of senescent fibroblasts, and the cell cycle and senescence-associated markers in LV-GALC HFF1/HFL1 fibroblasts cells. **(A)** Construction of the LV-GALC HFF1/HFL1 fibroblasts cells. **(B)** The expression of GALC in normal HFF1/HFL1 cells (NC), LV-NC HFF1/HFL1 fibroblasts, and LV-GALC HFF1/HFL1 fibroblast cells. **(C)** β-galactosidase staining of LV-NC HFF1/HFL1 fibroblasts and LV-GALC HFF1/HFL1 fibroblast cells. **(D)** Cell cycle analysis of NC, LV-NC HFF1/HFL1 fibroblasts, and LV-GALC HFF1/HFL1 fibroblast cells. **(E,F)** qRT-PCR analysis of *hTERT, p16, p21*, and *p53* expression in NC, LV-NC HFF1/HFL1 fibroblasts, and LV-GALC HFF1/HFL1 fibroblast cells. **(G)** The expression of p53, p21, and p16 proteins in NC, LV-NC, and LV-GALC HFF1/HFL1 cells. **(H)** Quantitative analysis of the expression of p16, p53, and p21 proteins in NC, LV-NC, and LV-GALC HFF1/HFL1 cells.

### GALC-Overexpressing Senescence Fibroblast Cells

Relative to LV-NC and NC fibroblast cells, there was a significant increase in the number of LV-GALC HFF1/HFL1 fibroblasts in the G0/G1 phase and a significant decrease in the number of cells in the G2/M phase (Figure 2D). We further examined the cell cycle profile and the expression of additional protein markers associated with senescence, including *p16, p21*, and *p53*. LV-GALC HFF1/ HFL1 fibroblast cells had elevated *p16, p21*, and *p53* mRNA levels (Figures 2E,F, *p* < 0.05), while LV-GALC cells had lower (*p* < 0.05) levels of *hTERT* mRNA. The protein expression of P16, P21, and P53 was found to be higher in LV-GALC HFF1/HFL1 fibroblast cells than in LV-NC and NC fibroblast cells (Figures 2G,H). Overall, our results demonstrated that GALC overexpression led to the senescence of HFF1/HFL1 fibroblast cells.

### Impact of Senescent Fibroblasts on CRC Cells

We sought to determine the effects of LV-GALC fibroblast cells on several aspects of tumor regulation in co-culture models with CRC cells. Through cell cycle profile analysis, we observed a decreased percentage of RKO and HCT116 cells in the G0/G1 phase, but an increased percentage in the G2/M phase, when they were co-cultured with LV-GALC fibroblast cells. The most significant effect was seen in RKO cells at 48 h (*p* < 0.05). A similar phenomenon was observed in LoVo cells after 24 and 48 h of co-culture (*p* < 0.05); however, there was no enrichment of HT29 cells in the G2/M phase (Figure 3A). In the Transwell migration assays, RKO and LoVo cells co-cultured with LV-GALC HFL1 fibroblast cells had significantly enhanced cell mobility (*p* < 0.05). The mobility of HT29 cells co-cultured with LV-GALC HFL1 fibroblast cells was not different from their mobility when co-cultured with LV-NC HFL1 fibroblast cells (Figures 3B,C). We also examined the proliferation indices represented by Ki67 expression in LoVo and HT29 cells. The proliferation indices for LoVo cells when co-cultured with LV-NC and LV-GALC fibroblast cells were 12.72 ± 2.26% and 18.71 ± 2.88%, respectively (*p* < 0.05). However, no apparent changes were seen in the proliferation of HT29 cells (Figures 3D,E).

**Figure 3:**
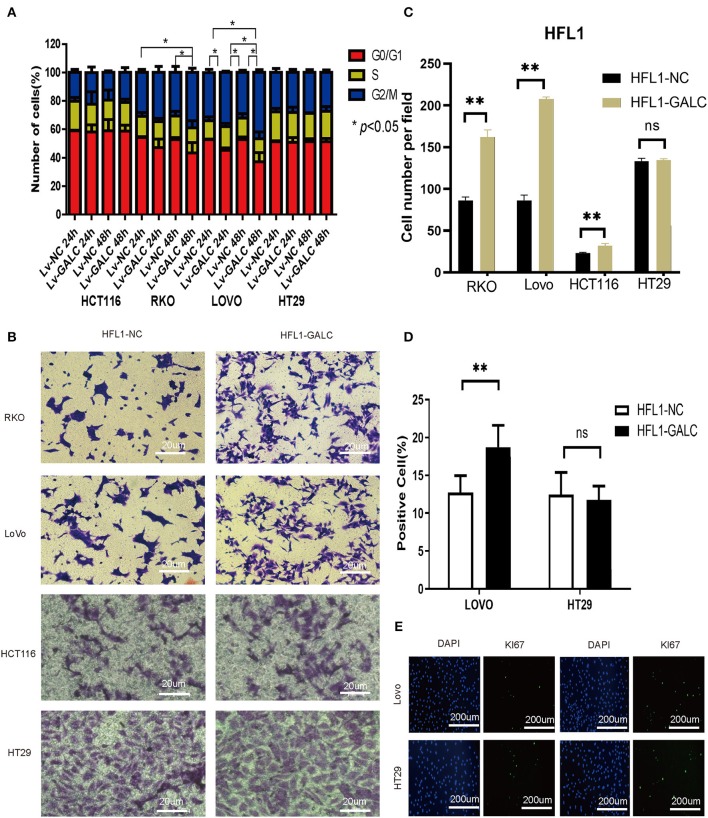
*In vitro* impact of senescent fibroblasts on CRC cells. **(A)** After co-culture with LV-GALC fibroblasts cells, the proportion of G0/G1 phase LoVo cells shown at 24 and 48 h (*p* < 0.05) and the proportion of G0/G1 phase RKO cells shown at 48 h (*p* < 0.05). **(B,C)** Migration ability in a Transwell migration assay for RKO, LoVo, HCT116, and HT29 cells co-cultured with LV-GALC fibroblast cells and control cells (*p* < 0.05). **(D,E)** Ki-67 staining of LoVo cells co-cultured with LV-GALC fibroblast cells (*p* < 0.05). *p* < 0.05 was considered statistically significant.

### Changes in the Structure of CRC Cells Co-cultured With Senescent Fibroblasts

We utilized TEM to examine the structure of CRC cells co-cultured with senescent LV-GALC HFL1 fibroblasts (Figures 4A–C) or LV-NC HFL1 fibroblasts (Figures 4D–F). We observed 10 cells in each group and found that seven of the aging fibroblast co-culture group (70%) contained cell morphological changes, compared with only two in the control group (20%). The aging fibroblast co-culture group (70%) had a higher migration ability: large nuclear heteromorphism, nuclear chromatin accumulation, increased mitochondria (Purple arrow), visible increase in rough endoplasmic reticulum ribosomes (Blue arrow), fewer tight connection between cells (Red Arrow), microfilament (Yellow), microtube (Green), changes in cell polarity, with more elongated protrusions and foot processes, and an increase in the number of extracellular microvilli, which are not easily observed in attached and centrifuged cells. We observed that senescent fibroblasts induced notable morphological changes in the cancer cell cytoskeletal structure, with an increased number of microfilament structures. These changes may contribute to the mobility of the cancer cells and potentially enhance their metastatic capacity.

**Figure 4:**
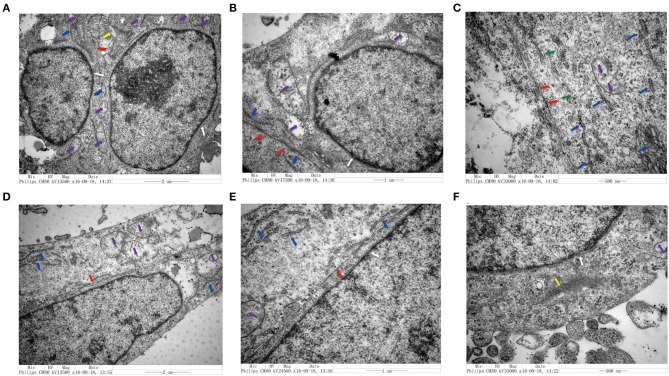
Transmission electron microscopy analysis of colorectal cell lines in the presence and absence of senescent fibroblasts. **(A–C)** Structural characteristics of the LoVo cells that co-cultured with LV-GALC fibroblasts and **(D–F)** LoVo cells that co-cultured with LV-NC fibroblasts. Nuclear membrane (white arrow), mitochondria (purple arrow), visible increase in rough endoplasmic reticulum ribosomes (blue arrow), tight connection between cells (red arrow), microfilament (yellow), and microtube (green).

### *In vivo* Impacts of Senescent Fibroblasts on CRC

To further investigate the *in vivo* effects of senescent fibroblasts on CRC, we also implanted xenografts of LV-GALC HFL1 fibroblasts co-cultured LoVo cells into nude mice. Seven days after the subcutaneous injection of cancer cells, 12 group A mice (LV-GALC HFL1 fibroblasts and LoVo cells) and 11 group B mice (LV-NC HFL1 fibroblasts and LoVo cells) demonstrated tumor formation (Figure 5A). Group A mice showed a statistically significant increase in tumor volume compared to group B mice. In the first 2 weeks, there was no significant difference in the tumor volume between the tumors of group A mice and those of group B. After the third week, in concordance with tumor growth, mice in group A demonstrated significantly greater weight loss compared to mice in group B (Figure 5B). When senescent fibroblast and tumor cells were first inoculated in mice, senile fibroblasts promoted tumor growth. However, the phenotype of senile fibroblasts was lost as the cells were inoculated for a longer period. Finally, we investigated the expression of p16, p21, and p53 (Figure 5C) in groups A and B mice. We found that P16, P21, and P53 were more highly expressed in group A mice (LV-GALC fibroblasts and LoVo cells) than group B mice (LV-NC fibroblasts and LoVo cells). Overall, our results suggested that exogenous senescent fibroblasts likely contribute to the grafting and growth of tumor cells.

**Figure 5:**
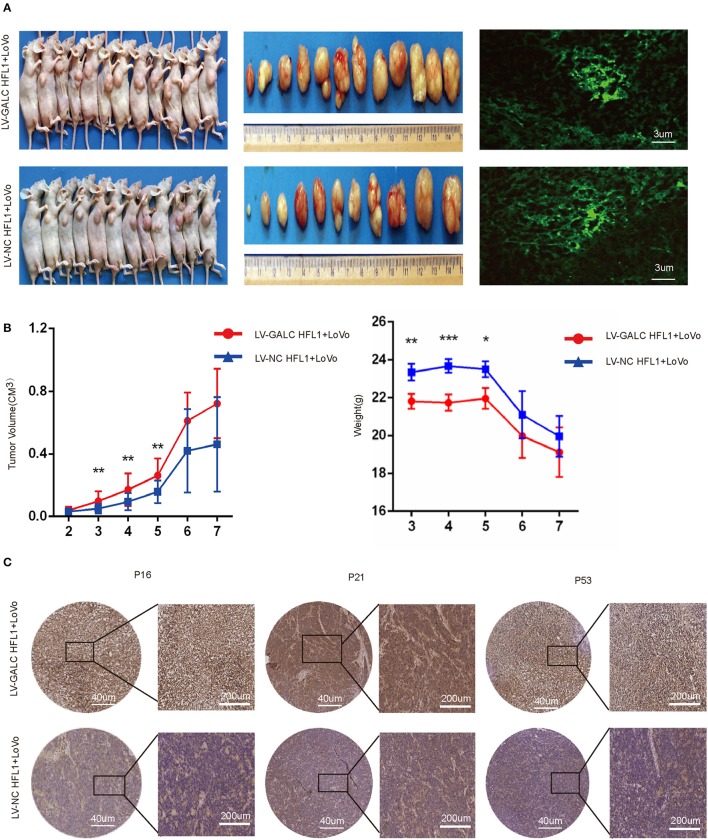
*In vivo* impact of senescent fibroblasts on cancer cells. **(A)** Group A (LoVo and LV-GALC fibroblast cells) and Group B (LoVo and LV-NC fibroblast cells) mice, tumors sizes, and green fluorescence staining were shown. Tumor volume **(B)** and weight data for the two groups of mice. *p* < 0.05 was considered statistically significant. **(C)** Group A (LoVo and LV-GALC fibroblast cells) and group B (LoVo and LV-NC fibroblast cells) mice tumors were stained with P16, P21, and P53 using IHC.

### Transcriptomics and Biochemical Analysis Revealed the Putative Mechanism Underlying the Impact of Senescent Fibroblasts on CRC

To elucidate the mechanism by which senescent fibroblasts promote the tumor properties of CRC cells, we performed transcriptomics and biochemical analysis of CRC co-cultured with LV-GALC and LV-NC fibroblast cells. 

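RNA-seq libraries were made from LoVo cells, an established human colorectal cancer cell line, after 24 h of co-culture with fibroblasts carrying the GALC lentivirus (LV-GALC) or the control lentivirus (LV-NC), with 3 libraries per group. The authors deposited the counts of reads for 54261 genes under their symbols, without normalization. The paper's text names no aligner, counting tool, genome build or test for these libraries, and its statistics section gives a general threshold for p. The total counts were 13431134, 15000139 and 13249376 in LV-GALC replicates 1 to 3 and 12336339, 14882930 and 13829032 in LV-NC replicates 1 to 3. The depth was therefore similar in both groups. The counts were normalized by edgeR's TMM method, genes with low counts were removed by its filterByExpr function, and the remaining 15289 genes were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. Normalized values are given as CPM, the counts scaled to a common library size. With 3 libraries against 3, an exact permutation test of a single gene cannot go below a two-sided p of 0.1, so the p-values come from the model fitted across all genes. GALC itself, which was overexpressed in the fibroblasts and not in LoVo cells, was listed at 0 in all 6 libraries, which allows up to 3 counts, or 0.243 CPM in the smallest library. This limit covers counting error only. The choices that could change the numbers are the normalization, the filter on low counts, the test, and the weight of single libraries. LV-GALC replicate 1 stood apart from the others, with a mean correlation of log2 CPM with the other libraries of 0.957 across genes, against 0.974 to 0.979 for the other 5 libraries.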

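No gene differed between LoVo cells co-cultured with LV-GALC fibroblast cells and those co-cultured with LV-NC fibroblast cells at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 15289 genes). The smallest adjusted p-value was 0.995. At an unadjusted p-value under 0.05 there were 383 genes, 182 higher and 201 lower after LV-GALC co-culture, where 764 would be expected if no gene differed. Of the 383 genes, 145 differed by 2-fold or more. The count of 383 became 515 without LV-GALC replicate 1, the library that stood apart, and 232 without LV-NC replicate 3. It became 700 without LV-GALC replicate 2 and 956 without LV-GALC replicate 3, where LV-GALC replicate 1 weighs more in its group. The alternative that moved the adjusted count most was to test without a filter on low counts, which gave 60 genes. The libraries of the 2 groups did not overlap at 1174 genes, or 7.68% of those tested, and chance gives 10%.
Of the 25 genes read from the heat map, 24 could be tested. After LV-GALC co-culture, 19 of them were lower and 3 were higher at an unadjusted p-value under 0.05, and at these 22 genes the libraries of the groups did not overlap. None passed when adjusted over all genes. There were 22 genes with a p-value under 0.05 adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. SLC39A5 was 2.10 ± 0.17 CPM (SD, n = 3) after LV-GALC co-culture and 6.59 ± 0.97 CPM (SD, n = 3) after LV-NC co-culture. Its log2 fold change was -1.64 (standard error 0.31, adjusted p = 0.995 from edgeR's quasi-likelihood test). FAR2P1, a transcribed pseudogene whose reads could be shared with other copies, had a log2 fold change of -1.73 (standard error 0.33). INHBA had the largest change of the list, with a log2 fold change of -2.67 (standard error 0.63), from 4, 2 and 2 counts against 24, 15 and 15. IFITM1, which has similar neighbouring copies, was 431 ± 56.4 CPM (SD, n = 3) against 268 ± 35.3 CPM (SD, n = 3), a log2 fold change of 0.68 (standard error 0.17). MSLN had a log2 fold change of 0.98 (standard error 0.24). ZFP91-CNTF had 0.62 (standard error 0.19), and its span overlaps ZFP91 and CNTF in RefSeq on GRCh38.p14, so that the counting could split their reads. The same limit holds for SNORD50B, which lies within SNHG5, for ZNF436-AS1, which overlaps ZNF436, and for CNTNAP3, which has near copies. In the same RefSeq list SLC39A5 overlaps ANKRD52, INHBA overlaps INHBA-AS1, MSLN overlaps LOC102724992 and ARHGAP6 overlaps AMELX and other genes. ZNF529 had at most 1 count in any library and was not tested. The log2 fold changes of the 19 lower genes ran from -2.67 to -0.64.

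**Figure D1:**
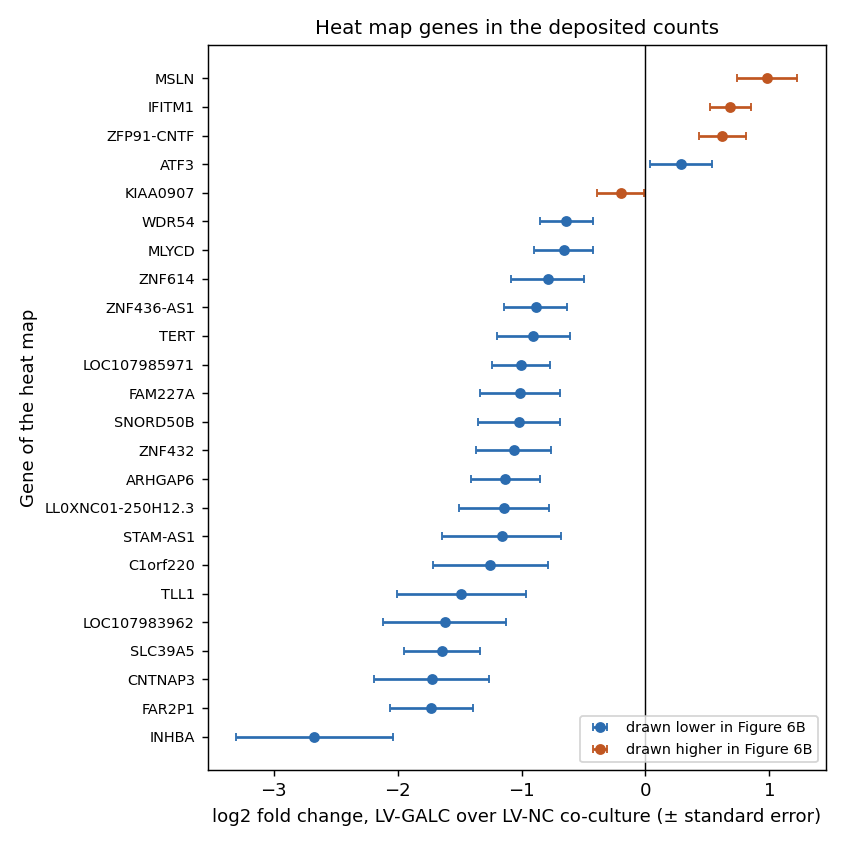
Log2 fold change of the 24 tested heat map genes between LV-GALC and LV-NC co-cultures (horizontal axis), with one row per gene, and bars of 1 standard error from edgeR's quasi-likelihood fit on 3 libraries per group. Colours give the direction drawn in Figure 6B. ATF3 lies at 0.29 and KIAA0907 at -0.20, and the other 22 genes lie between -2.67 and -0.64 or between 0.62 and 0.98.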

First, we constructed Volcano maps (Figure 6A) and Heat maps (Figure 6B) to identify the genes differentially expressed between these two groups. Next, we examined the expression of several genes using the TCGA database and found that low levels of ATF3 expression and high levels of KIAA0907, LOC388152, and ZNF529 expression contributed to tumorigenicity. Furthermore, based on TCGA follow-up and statistical analyses, we found that low levels of ATF3 expression and high levels of KIAA0907, LOC388152, and ZNF529 expression were significantly associated with reduced survival (*p* < 0.05, Figure 6C). Gene ontology (GO) pathway enrichment analysis [biological process (BP), molecular function (MF), and cellular component (CC)] suggested that co-culturing with senescent fibroblasts led to the activation of several pathways associated with tumor cell survival and metastasis (Figure 6D). 

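No gene ontology annotation was used here, so the terms of Figure 6D were represented by short gene lists written from general knowledge. The lists were tested with limma's camera on log2 CPM, at a preset inter-gene correlation of 0.01 and with adjustment over 11 lists. The hemidesmosome list was higher after LV-GALC co-culture in 10 of 10 tested genes, with a median log2 fold change of 0.31 (adjusted p = 0.0028). The fry test gave it an adjusted p of 0.598, and camera with an estimated correlation gave 0.719. None of the 11 lists passed in one direction under either of these. Without LV-GALC replicate 2 the adjusted camera p of the hemidesmosome list was 0.153, without LV-GALC replicate 3 it was 0.0938, and without LV-NC replicate 2 it was 0.111. Its 3 genes with the smallest p-values were PLEC, DST and KRT5, with log2 fold changes of 0.42, 0.27 and 1.17. The value of KRT5 was 0.64 without LV-GALC replicate 3 and 1.78 without LV-NC replicate 1. The sialyltransferase list had 5 of 11 tested genes higher and a median log2 fold change of -0.11 (adjusted p = 0.277 from limma's camera). The median was -0.047 without LV-GALC replicate 1 and -0.014 without LV-NC replicate 1. With no filter on low counts it was -0.50 (adjusted p = 0.0516 from limma's camera), which adds listed genes with few counts, whose fitted fold changes depend on the prior count. A fry test for changes in either direction gave it an adjusted p of 0.0373. ST6GAL2 had a log2 fold change of -1.14 (standard error 0.27), ST8SIA6 of -0.88 (standard error 0.30) and ST6GALNAC2 of 1.12 (standard error 0.35), and the libraries of the groups did not overlap at any of these 3 genes. Their adjusted p-values over all genes were 0.995 (edgeR's quasi-likelihood test). With no filter on low counts the same test called ST6GAL2 (adjusted p = 0.00271) and KRT5 (0.000234). The groups overlapped at KRT5, with 52, 730 and 808 counts after LV-GALC co-culture and 348, 161 and 162 after LV-NC co-culture.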

We also analyzed the expression of ATF3 and KIAA0907 in CRC using The Human Protein Atlas (www.proteinatlas.org). Compared with normal tissues, ATF3 is weakly expressed in CRC, while KIAA0907 is highly expressed in CRC (Figure 6E).

**Figure 6:**
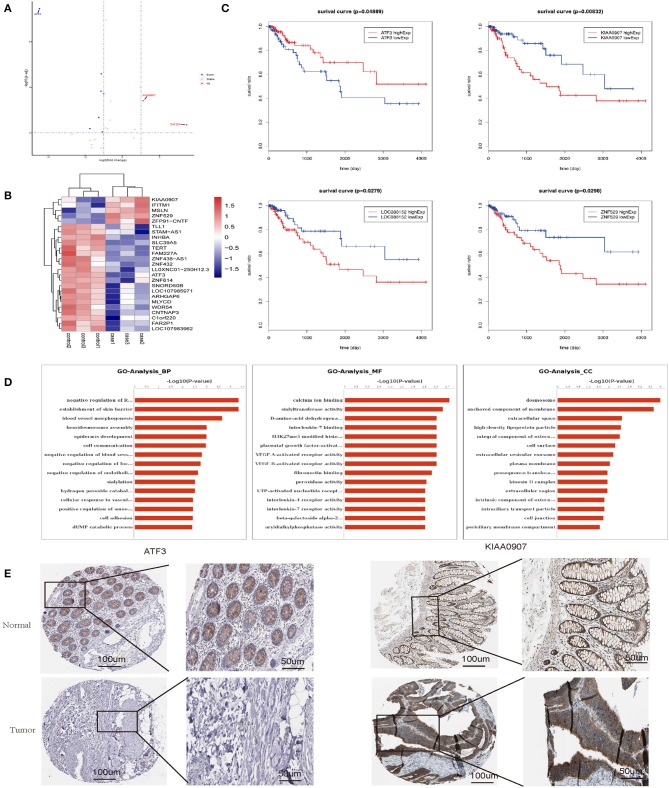
Transcriptomics and biochemical analysis revealed the putative mechanism for the impact of senescent fibroblasts on CRC. **(A)** Volcano map and **(B)** heat map analyses were performed to identify genes that were differentially expressed between LV-GALC and LV-NC fibroblast cells co-cultured with LoVo cells. **(C)** Survival analysis of ATF3, KIAA0907, LOC388152, and ZNF529 using datasets from the TCGA database. **(D)** Gene ontology pathway enrichment analysis suggested that co-culture LV-GALC fibroblasts with LoVo led to the activation of several pathways. **(E)** The expression of ATF3 and KIAA0907 in CRC and normal colon tissue by IHC [data from The Human Protein Atlas (www.proteinatlas.org)]. *p* < 0.05 was considered statistically significant.

### ATF3 and KIAA0907 Are Closely Related to Tumorigenesis and Metastasis

In order to verify the transcriptome results, we knocked down KIAA0907 (Figure 7A), which was highly expressed, and ATF3 (Figure 7B), which was weakly expressed. 

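ATF3, a stress-induced transcription factor, was counted 474, 569 and 639 times in the LV-GALC co-culture libraries and 607, 453 and 331 times in the LV-NC co-culture libraries. The normalized values were 41.4 ± 5.48 CPM (SD, n = 3) and 33.9 ± 13.5 CPM (SD, n = 3). The log2 fold change of ATF3 was 0.29 (standard error 0.25, adjusted p = 0.995 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is not larger than the spread between replicates. It stayed above 0 with each library left out in turn, from 0.079 without LV-NC replicate 3 to 0.66 without LV-NC replicate 1. KIAA0907, which RefSeq lists as KHDC4 and which overlaps the small RNA genes SCARNA4 and SNORA80E, was counted 990, 1258 and 1597 times after LV-GALC co-culture and 1582, 1621 and 1308 times after LV-NC co-culture. Its normalized values were 94.4 ± 21.0 CPM (SD, n = 3) and 108 ± 18.2 CPM (SD, n = 3). The log2 fold change of KIAA0907 was -0.20 (standard error 0.19, adjusted p = 0.995 from the same edgeR test), and it ran from -0.40 without LV-GALC replicate 3 to -0.052 without LV-NC replicate 1. The libraries of the groups overlapped for both genes.

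**Figure D2:**
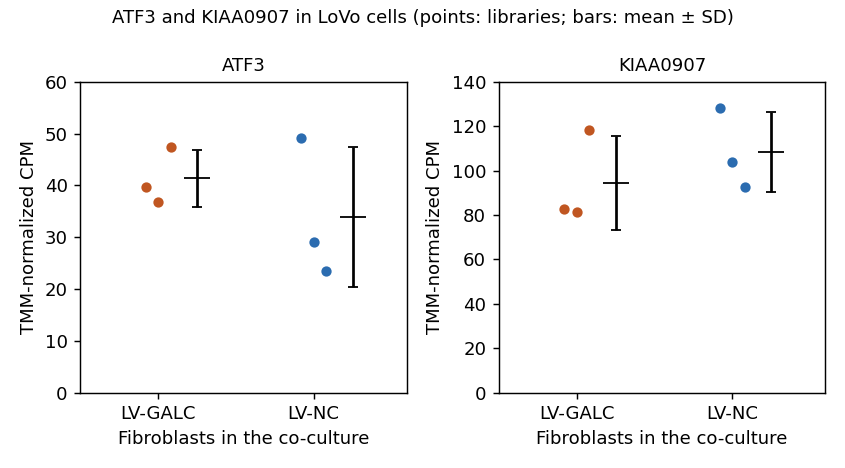
TMM-normalized CPM of ATF3 and KIAA0907 in LoVo cells (vertical axes) after co-culture with LV-GALC or LV-NC fibroblast cells. Points are the 3 libraries of a group and bars give the mean and SD, and the points of the groups overlap for both genes.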

We then conducted the CCK8 (Figures 7C,D) and colony formation (Figures 7E,F) assay to explore the influence of ATF3 and KIAA0907 on CRC. We found that the knockdown of ATF3 promoted cell proliferation and the knockdown of KIAA0907 inhibited cell proliferation. The Transwell assay found that the knockdown of KIAA0907 (Figure 7G) inhibited cell migration, and the deregulation of ATF3 (Figure 7H) promoted it. These results revealed that LV-GALC fibroblast cells co-cultured with CRC upregulates oncogenes and downregulates tumor suppressor genes, thereby affecting tumor progression.

**Figure 7:**
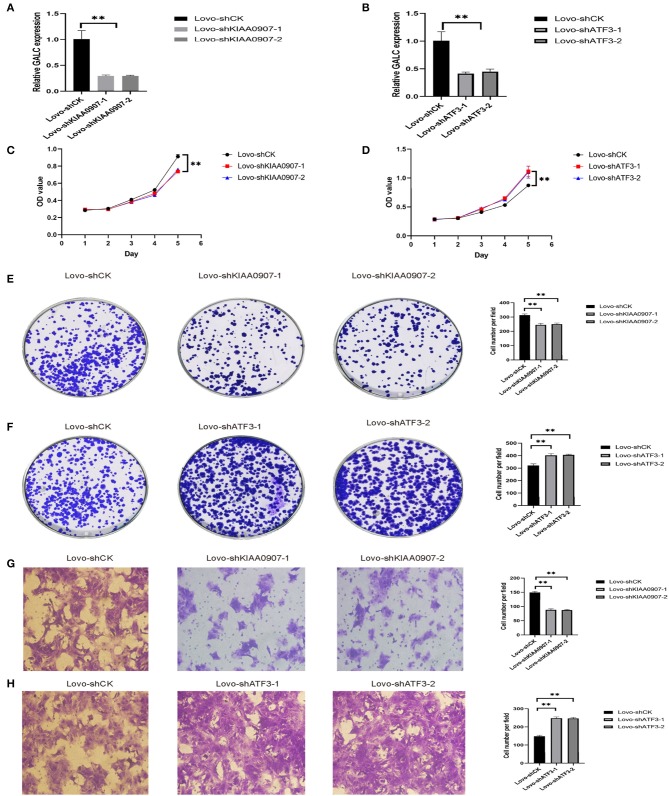
ATF3 and KIAA0907 are closely related to tumorigenesis and metastasis. Knockdown efficiency of KIAA0907 **(A)** and ATF3 **(B)**. CCK8 assays showed the cell proliferation after Knockdown KIAA0907 **(C)** and ATF3 **(D)**. Colony formation assays showed the proliferation after Knockdown KIAA0907 **(E)** and ATF3 **(F)**. Transwell assay revealed the cell migration after Knockdown KIAA0907 **(G)** and ATF3 **(H)**.

## Discussion

CRC is the fourth most common cancer diagnosed in adults and the second leading cause of death from cancer in the United States (25). Neoadjuvant systemic chemotherapy is advocated by current treatment guidelines (26). However, not all neoadjuvant chemotherapies are effective for all patients. A better understanding of the biology of CRC is imperative for the development of more effective therapeutic approaches (27).

Cellular senescence is a stable state of proliferative arrest that provides a barrier to malignant transformation and contributes to the antitumor activity of certain chemotherapies (28, 29). Senescent fibroblasts are already highly resistant to chemotherapy (30). Specifically, senescent stromal cells have been shown to play a role in carcinogenesis (31). Senescent fibroblasts can stimulate cancer cell proliferation and invasion (32). The results from this study demonstrated that tumors treated with chemotherapy were enriched in these stromal cells and this, in turn, worsened patient outcomes. These findings led us to subsequently examine the effect of senescent fibroblasts on the regulation of several phenotypes that are key to CRC tumorigenesis by GALC.

First, we established a stable model of senescent fibroblasts and we then used co-culture experiments to examine the effects of LV-GALC fibroblast effects on several tumor phenotypes relevant to CRC biology. The overexpression of GALC in HFL1/HFF-1 fibroblasts cells resulted in positive SAβG staining and the morphological changes to larger, more flattened, and more irregularly shaped cells that closely resembled senescent cells compared to LV-NC HFF1/HFL1 fibroblasts. We found that the percentage of LV-GALC cells in the G0/G1 phase was significantly higher than the percentage of control cells in the G0/G1 phase, whereas the percentage of LV-GALC cells in the G2/M phase was significantly lower, suggesting that cells have undergone cell cycle arrest. Notably, p53/P21/P16 is a vital signal axis that can induce cell senescence (33). We further identified LV-GALC senescent fibroblasts with higher G0/G1 cell cycle characteristics, which were accompanied by the upregulation of p16, p21, and p53 not only at the gene level but also in proteins. In co-culture experiments, LV-GALC fibroblast cells significantly increased the proliferation of LoVo cells and, expectedly, reduced the number of LoVo cells in the G0/G1 phase, while increasing those in the G2/M phase. *In vivo* experiments assessing subcutaneous tumor formation in mice showed that both tumor volume and tumor weight were greater in group A than in group B. In the early period when LV-GALC fibroblasts possess senescent properties (*p* < 0.05), P16, P21, and P53 were more highly expressed in group A mice (LV-GALC fibroblasts and LoVo cells) than group B mice (LV-NC fibroblasts and LoVo cells). This indicates that senescent interstitial fibroblasts can increase the tumorigenic ability of human CRC cells *in vivo*.

Understanding the transcriptome is essential for understanding development and disease processes (34, 35). In the present study, we performed RNA-seq experiments to further analyze the effects of co-culture on cell function and tumorigenesis. Furthermore, transcriptomics and biochemical analysis of CRC cells showed that there are many genes that are differentially expressed between co-cultures of LV-GALC senescent fibroblasts and LV-NC fibroblast cells. 

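The number of genes called different depended on the test. On simulated counts, 23 of 198 DESeq2 calls and 25 of 198 calls of edgeR's likelihood ratio test were false. For the quasi-likelihood test 14 of 179 were false. In the 6 libraries DESeq2 with its own size factors called 4 genes at an adjusted p-value under 0.05. The likelihood ratio test called 7, which include those 4. The 4 genes were SLC2A3, FAR2P1, ID1 and SLC39A5. Of these, ID1 and SLC2A3 lie outside the heat map and were chosen after their values were seen. ID1, which encodes an inhibitor of DNA binding, was 170 ± 70.3 CPM (SD, n = 3) after LV-GALC co-culture and 70.6 ± 5.75 CPM (SD, n = 3) after LV-NC co-culture. Its log2 fold change was 1.27 (standard error 0.25), with an adjusted p of 0.995 from edgeR's quasi-likelihood test and 0.00504 from DESeq2. Over all the alternatives its adjusted p ran from 2.08e-08 to 1.00. SLC2A3, a glucose transporter, was counted 3, 6 and 12 times after LV-GALC co-culture and 150, 25 and 103 times after LV-NC co-culture, a log2 fold change of -3.74 (standard error 0.73). Its adjusted p was 0.995 from edgeR's quasi-likelihood test and 0.000524 from DESeq2, and it ran from 2.57e-11 to 1.00 over the alternatives that tested it, which leave out the filter of at least 10 counts in every library.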

GO pathway enrichment analysis suggested that co-culturing CRC cells with senescent fibroblasts led to the activation of several pathways associated with tumor cell survival and metastasis. 

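Of 17 desmosome genes listed from general knowledge, 13 could be tested in the LoVo libraries. After LV-GALC co-culture 12 of the 13 were higher, with a median log2 fold change of 0.14 (adjusted p = 0.00336 from limma's camera). Under fry the adjusted p of the desmosome list was 0.599, and with an estimated correlation it was 0.738. The camera p of this list did not pass without LV-GALC replicate 2 (adjusted p = 0.153), without LV-GALC replicate 3 (0.163) or without LV-NC replicate 2 (0.111), and the median was 0.24 without LV-GALC replicate 1 and 0.25 without LV-NC replicate 1. The 3 desmosome genes with the smallest p-values were DSC2, PKP3 and DSG4. DSC2 was 231 ± 25.7 CPM (SD, n = 3) against 175 ± 24.0 CPM (SD, n = 3), with a log2 fold change of 0.40 (standard error 0.16). PKP3 had a log2 fold change of 0.27 (standard error 0.15) and DSG4 of 0.41 (standard error 0.24). Without LV-GALC replicate 1 they were 0.18 and 0.69, and DSG4 was 0.26 without LV-GALC replicate 2 or without LV-GALC replicate 3. None of the 13 genes had an adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test, and 1 of them had an unadjusted p under 0.05.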

Cellular Component Ontology (CC) revealed that the co-culture group had more desmosome components. This is consistent with our TEM results, which further illustrated that CRC cell co-cultured with LV-GALC senescent fibroblasts had an increased number of microfilament structures, which may contribute to the mobility of cancer cells and potentially enhance metastatic capacity. ATF3 and KIAA0907 potentially contribute to tumorigenicity, and these factors were significantly associated with survival in the TCGA. We further explored the roles of ATF3 and KIAA0907 in CRC cells. We found that the knockdown of ATF3 promoted cell proliferation, migration, and clonogenic formation, while the deregulation of KIAA0907 inhibited it, which may explain the above results that senescent fibroblasts and CAFs share the ability to stimulate proliferation and invasive behavior and also indicate the potential mechanisms. Taken together, these results showed that senescent fibroblasts regulate the tumorigenicity of CRC cells and play important roles in tumor biology.

Herein, we demonstrated that senescent fibroblasts regulated several aspects of the survival and metastasis of CRC. Targeting these processes may improve the efficacy of clinical treatment. New therapeutic strategies should be developed based on our understanding of the regulatory roles of the TME in CRC.

## Data Availability Statement

Publicly available datasets were analyzed in this study, these can be found in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) (GSE145662).

## Ethics Statement

The studies involving human participants were reviewed and approved by The present study was reviewed and approved by the Ethics Committee of Shanghai Jiao Tong University Affiliated Sixth People's Hospital (2017-037). The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Animal Ethics Committee of Shanghai Jiao Tong University Affiliated Sixth People's Hospital and all animal experiments were performed under a protocol approved by the Committee (2016-0137).

## Author Contributions

MY: data curation, project administration, management, coordination responsibility for the research activity planning and execution and writing. ZJ: methodology, application of statistical, mathematical, and computational. GY: collected clinical samples and investigation. ZW: validation experiments and other research outputs. JS: provision of study materials, patients, laboratory samples, and instrumentation tools. HQ and HZ: formulation of overarching research goals and aims, supervision.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] BrayFFerlayJSoerjomataramISiegelRLTorreLAJemalA. Global cancer statistics 2018: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J Clin. (2018) 68:394–424. 10.3322/caac.2149230207593

[2] SiegelRLMillerKDJemalA Cancer statistics, 2018. CA Cancer J Clin. (2018) 68:7–30. 10.3322/caac.2144229313949

[3] SiravegnaGMussolinBBuscarinoMCortiGCassingenaACrisafulliG Clonal evolution and resistance to EGFR blockade in the blood of colorectal cancer patients. Nat Med. (2015) 21:795–801. 10.1038/nm.387026030179PMC4868598

[4] PuntCJKoopmanMVermeulenL. From tumour heterogeneity to advances in precision treatment of colorectal cancer. Nat Rev Clin Oncol. (2017) 14:235. 10.1038/nrclinonc.2016.17127922044

[5] AlspachEFlanaganKCLuoXRuhlandMKHuangHPazolliE. p38MAPK plays a crucial role in stromal-mediated tumorigenesis. Cancer Discov. (2014) 4:716–29. 10.1158/2159-8290.CD-13-074324670723PMC4049323

[6] SchubelerD. Function and information content of DNA methylation. Nature. (2015) 517:321–6. 10.1038/nature1419225592537

[7] BhowmickNANeilsonEGMosesHL. Stromal fibroblasts in cancer initiation and progression. Nature. (2004) 432:332–337. 10.1038/nature0309615549095PMC3050735

[8] KimERebeccaVFedorenkoIVMessinaJLMathewRMaria-EnglerSS. Senescent fibroblasts in melanoma initiation and progression: an integrated theoretical, experimental, and clinical approach. Cancer Res. (2013) 73:6874–85. 10.1158/0008-5472.CAN-13-172024080279PMC3926439

[9] CoppeJPDesprezPYKrtolicaACampisiJ. The senescence-associated secretory phenotype: the dark side of tumor suppression. Annu Rev Pathol. (2010) 5:99–118. 10.1146/annurev-pathol-121808-10214420078217PMC4166495

[10] WangHTianLGoldsteinALiuJLoHCShengK. Bone-in-culture array as a platform to model early-stage bone metastases and discover anti-metastasis therapies. Nat Commun. (2017) 8:15045. 10.1038/ncomms1504528429794PMC5413944

[11] OhtaniNHaraE. Roles and mechanisms of cellular senescence in regulation of tissue homeostasis. Cancer Sci. (2013) 104:525–30. 10.1111/cas.1211823360516PMC7657106

[12] JayatilakaHTylePChenJJKwakMJuJKimHJ. Synergistic IL-6 and IL-8 paracrine signalling pathway infers a strategy to inhibit tumour cell migration. Nat Commun. (2017) 8:15584. 10.1038/ncomms1558428548090PMC5458548

[13] GorgoulisVAdamsPDAlimontiABennettDCBischofOBishopC. Cellular senescence: defining a path forward. Cell. (2019) 179:813–27. 10.1016/j.cell.2019.10.00531675495

[14] TaddeiMLCavalliniLComitoGGiannoniEFoliniMMariniA. Senescent stroma promotes prostate cancer progression: the role of miR-210. Mol Oncol. (2014) 8:1729–46. 10.1016/j.molonc.2014.07.00925091736PMC5528604

[15] CampisiJRobertL. Cell senescence: role in aging and age-related diseases. Interdiscip Top Gerontol. (2014) 39:45–61. 10.1159/00035889924862014PMC4211612

[16] DimriGPLeeXBasileGAcostaMScottGRoskelleyC. A biomarker that identifies senescent human cells in culture and in aging skin *in vivo*. Proc Natl Acad Sci USA. (1995) 92:9363–7. 10.1073/pnas.92.20.93637568133PMC40985

[17] VisigalliIUngariSMartinoSParkHCesaniMGentnerB. The galactocerebrosidase enzyme contributes to the maintenance of a functional hematopoietic stem cell niche. Blood. (2010) 116:1857–66. 10.1182/blood-2009-12-25646120511539PMC3173985

[18] LoupakisFCremoliniCMasiGLonardiSZagonelVSalvatoreL. Initial therapy with FOLFOXIRI and bevacizumab for metastatic colorectal cancer. N Engl J Med. (2014) 371:1609–18. 10.1056/NEJMoa140310825337750

[19] GrotheyAVan CutsemESobreroASienaSFalconeAYchouM. Regorafenib monotherapy for previously treated metastatic colorectal cancer (CORRECT): an international, multicentre, randomised, placebo-controlled, phase 3 trial. Lancet. (2013) 381:303–12. 10.1016/S0140-6736(12)61900-X23177514

[20] CalonALonardoEBerenguer-LlergoAEspinetEHernando-MomblonaXIglesiasM. Stromal gene expression defines poor-prognosis subtypes in colorectal cancer. Nat Genet. (2015) 47:320–9. 10.1038/ng.322525706628

[21] MeskerWEJunggeburtJMSzuhaiKde HeerPMorreauHTankeHJ. The carcinoma-stromal ratio of colon carcinoma is an independent factor for survival compared to lymph node status and tumor stage. Cell Oncol. (2007) 29:387–98. 10.1155/2007/17527617726261PMC4617992

[22] YangMSunYSunJWangZZhouYYaoG. Differentially expressed and survival-related proteins of lung adenocarcinoma with bone metastasis. Cancer Med. (2018) 7:1081–92. 10.1002/cam4.136329522283PMC5911611

[23] FromowitzFBViolaMVChaoSOravezSMishrikiYFinkelG. ras p21 expression in the progression of breast cancer. Hum Pathol. (1987) 18:1268–75. 10.1016/S0046-8177(87)80412-43315956

[24] GuKXuYLiHGuoZZhuSZhuS. Real-time tracking and *in vivo* visualization of beta-galactosidase activity in colorectal tumor with a ratiometric near-infrared fluorescent probe. J Am Chem Soc. (2016) 138:5334–40. 10.1021/jacs.6b0170527054782

[25] WolfAMDFonthamETHChurchTRFlowersCRGuerraCELaMonteSJ. Colorectal cancer screening for average-risk adults: 2018 guideline update from the American Cancer Society. CA Cancer J Clin. (2018) 68:250–81. 10.3322/caac.2145729846947

[26] SiriwardenaAKMasonJMMullamithaSHancockHCJegatheeswaranS. Management of colorectal cancer presenting with synchronous liver metastases. Nat Rev. Clin Oncol. (2014) 11:446–59. 10.1038/nrclinonc.2014.9024889770

[27] LuJYeXFanFXiaLBhattacharyaRBellisterS. Endothelial cells promote the colorectal cancer stem cell phenotype through a soluble form of Jagged-1. Cancer Cell. (2013) 23:171–85. 10.1016/j.ccr.2012.12.02123375636PMC3574187

[28] NaritaMNaritaMKrizhanovskyVNunezSChicasAHearnSA. A novel role for high-mobility group a proteins in cellular senescence and heterochromatin formation. Cell. (2006) 126:503–14. 10.1016/j.cell.2006.05.05216901784

[29] De CastroJGarciaRGarridoPIslaDMassutiBBlancaB. Therapeutic potential of denosumab in patients with lung cancer: beyond prevention of skeletal complications. Clin Lung Cancer. (2015) 16:431–46. 10.1016/j.cllc.2015.06.00426264596

[30] FaneMWeeraratnaAT. How the ageing microenvironment influences tumour progression. Nat Rev Cancer. (2020) 20:89–106. 10.1038/s41568-019-0222-931836838PMC7377404

[31] AgrawalKDasVTaborskaNGurskyJDzubakPHajduchM. Differential regulation of methylation-regulating enzymes by senescent stromal cells drives colorectal cancer cell response to DNA-demethylating Epi-drugs. Stem Cells Int. (2018) 2018:6013728. 10.1155/2018/601372830158986PMC6109465

[32] KrtolicaAParrinelloSLockettSDesprezPYCampisiJ. Senescent fibroblasts promote epithelial cell growth and tumorigenesis: a link between cancer and aging. Proc Natl Acad Sci USA. (2001) 98:12072–7. 10.1073/pnas.21105369811593017PMC59769

[33] YangFYiMLiuYWangQHuYDengH. Glutaredoxin-1 silencing induces cell senescence via p53/p21/p16 signaling axis. J Proteome Res. (2018) 17:1091–100. 10.1021/acs.jproteome.7b0076129356545

[34] WangZGersteinMSnyderM. RNA-Seq: a revolutionary tool for transcriptomics. Nat Rev Genet. (2009) 10:57–63. 10.1038/nrg248419015660PMC2949280

[35] DijkstraKKVoabilPSchumacherTNVoestEE. Genomics- and transcriptomics-based patient selection for cancer treatment with immune checkpoint inhibitors: a review. JAMA Oncol. (2016) 2:1490–5. 10.1001/jamaoncol.2016.221427491050

How the deposited data were processed for this re-analysis (not part of the article)

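RNA was sequenced from LoVo cells co-cultured for 24 h with LV-GALC or LV-NC fibroblast cells, with 3 libraries per group. The authors deposited whole-number read counts per gene for 54261 genes, with no normalization. The paper describes the library preparation, and its text names no aligner, counting tool, genome build, annotation or RNA-seq test. The counting could therefore have split or shared the reads of overlapping genes, antisense genes, pseudogenes and close paralogs, and the values of such genes are uncertain, whether or not this is said beside each one. Samples were grouped by the condition and replicate number given in their labels and in the paper. Total counts per library were between 12336339 and 15000139, so that a gene at 0 in a library can have up to 3 counts, or 0.200 to 0.243 CPM. No 2 libraries held identical values, and all pairs differed by more than the sampling noise.

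The counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, filterByExpr and the quasi-likelihood test without robust estimation. The p-values were adjusted by the Benjamini-Hochberg method over the 15289 genes tested, at a threshold of 0.05, and a 2-fold change was counted at an absolute log2 fold change of 1. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The gene lists were tested with camera and fry of limma 3.58.1, camera on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, with adjustment over the 11 lists. Those reported are desmosome, hemidesmosome, sialyltransferase, tight junction, G2/M, S phase, fibroblast, immediate-early, ATF4 and unfolded protein response, and interferon genes. One gene and one list are not reported here. All were written from general knowledge before the data were examined, as were the design, the alternatives and the rule for naming genes. That rule covers every gene the paper names on RNA-seq or prints in Figure 6A or 6B, GALC, MKI67, CDKN2A, CDKN1A and CDH1, the 10 genes with the largest changes among those past the adjusted threshold with groups that do not overlap (there were none), and for a reported list its members past the threshold or else the 3 with the smallest p-values. Genes outside it are named as chosen after their values were seen.

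The labels of Figure 6B were read by eye. Some were blurred, and 1 of them was matched to ZNF436-AS1 only after the table's symbols had been seen. LOC388152 was found in the table under its RefSeq symbol GOLGA2P7, from the RefSeq gene list of assembly GRCh38.p14, which matched 30 of the 32 genes looked up. That list was used for names and overlaps only, and no coordinates are given because the authors' build is not named in the paper's text.

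The alternatives were DESeq2 1.42.0, upper-quartile normalization, no normalization beyond total counts, no filter on low counts, at least 10 counts in every library, edgeR's likelihood ratio test, the quasi-likelihood test with robust estimation, the replicate number as a block, each library left out in turn, and fry or an estimated correlation for the lists. A correction for transcript length and GC content was added after the data were seen. It used the longest GENCODE transcript of each gene, known for 90.3% of the genes tested, and removed a loess trend from each library. The tests were checked on simulated counts for 15289 genes, 200 of them changed. The quasi-likelihood test recovered 98.9% of the 91 genes changed 4-fold and 68.8% of the 109 changed 2-fold, and made 14 other calls. The likelihood ratio test recovered 98.9% and 76.1% of these genes, with 25 other calls. DESeq2 recovered 98.9% and 78.0%, with 23 other calls. The changed genes were drawn only from genes with higher counts, and the genes varied independently. No simulated library stood apart as LV-GALC replicate 1 does. The recovery of these tests in the simulation is therefore not their power in the 6 libraries. For the set test, a list of 20 genes raised by a log2 value of 0.5 was recovered by limma's camera, and 1 of 100 unchanged lists had a p-value under 0.05. This rate cannot be carried over to the 6 libraries. Splits of them into 3 and 3 other than the real one gave camera p-values from 4.07e-07 to 0.889 for the immediate-early list. For the G2/M list they ran from 7.18e-06 to 0.329.

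The survival, immunohistochemistry, knockdown, flow cytometry, electron microscopy and mouse results were not analysed here, and no gene ontology annotation was used.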

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

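The count of splits for the interferon list and the correction for transcript length and GC content were tests chosen after the results were seen. Groups of 3 libraries were not tested for outlying samples.

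ID1 is a gene that the paper does not discuss, and it was higher after LV-GALC co-culture than in the LV-NC libraries, with a log2 fold change of 1.27 (standard error 0.25) and all 3 LV-GALC libraries above all 3 LV-NC libraries, an order that chance gives at 10% of genes in one direction or the other. It was called by DESeq2 (adjusted p = 0.00504), by edgeR's likelihood ratio test (0.00409) and by the test without a filter on low counts (2.08e-08), and by none of the other alternatives, for which its adjusted p was between 0.156 and 1.00. LV-GALC replicate 1 had the highest count of ID1, 2996 against 1944 and 1793 in the other 2 LV-GALC libraries, and without that library the log2 fold change was 0.89. A trend with transcript length or GC content does not account for the whole difference, since after the correction the log2 fold change of ID1 was 1.12 (standard error 0.17). The totals of the libraries do not separate the groups. Whether the difference belongs to the co-culture or to these particular cultures stays open with 3 libraries per group, and an effect of the co-culture, which the design provides, is untested beyond this contrast.

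The interferon list was also higher after LV-GALC co-culture, in data on genes that, apart from IFITM1, the paper does not show. Its median log2 fold change was 0.43, with 18 of 19 tested genes higher (adjusted p = 1.63e-06 from limma's camera at a correlation of 0.01). LoVo cells expressed 19 of the 20 genes listed, and the list holds IFITM1, which the paper picked from these libraries. The 3 genes with the smallest p-values were IFITM1, IFIT2 and IFITM2, with log2 fold changes of 0.68, 0.85 and -1.56, and the value of IFITM2 was -0.84 without LV-NC replicate 3. Their adjusted p-values were 0.995 in edgeR's quasi-likelihood test, and with no filter on low counts the test called IFIT2 (0.0196) and IFITM2 (0.00865). IFITM1 and IFITM2 are similar copies whose reads the counting could have shared. The camera p passed with each library left out, with medians from 0.31 to 0.56, but under fry the adjusted p was 0.598 and with an estimated correlation 0.738. Of the 10 splits of the 6 libraries, 2 gave a camera p as small for this list, and 3 libraries against 3 can give no share below 0.1, so chance differences between cultures cannot be told apart from an effect of the co-culture. After the correction for length and GC content the list kept a camera p of 4.62e-06 and a median of 0.38, which argues against such a trend as the whole cause. An interferon response was proposed before the data were examined as an explanation of the higher IFITM1. The list without IFITM1 had a median log2 fold change of 0.40 in 18 genes. Its camera p (limma, all libraries) was 1.71e-06 and its fry p was 0.194, so the replicates leave this open.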

How the results depend on the processing

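The number of genes at an adjusted p-value under 0.05 was 0 in the reported fit and under upper-quartile normalization, no normalization, at least 10 counts per library, robust estimation, the replicate block, the length and GC correction (chosen after seeing the data) and in all 6 fits that each left out one library (from 0 to 0). DESeq2 gave 4 genes (1 higher, 3 lower), all 4 changed 2-fold or more, and the likelihood ratio test gave 7 (2 higher, 5 lower), all 7 changed 2-fold or more. With no filter on low counts there were 60 (31 higher, 29 lower), 33 of them 2-fold or more, and 1132 at an unadjusted p-value under 0.05. The cause of this rise was not tested. The genes called include RN7SK, RPPH1, LRP4, KRT16, ADIRF and KRT5, at which the libraries of the groups overlapped. They also include SLC2A3, ID1, FAR2P1 and ISG15, at which the libraries did not overlap. Apart from KRT5 and FAR2P1, these were chosen after their values were seen. A call in that fit therefore does not mean that the groups were separate. At an unadjusted p-value under 0.05 the reported fit gave 383 genes, and the fits that each left out one library gave from 232 (without LV-NC replicate 3) to 956 (without LV-GALC replicate 3). Without normalization beyond total counts 31.7% of such genes were higher, against 47.5% in the reported fit.

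The replicate numbers gave no sign of pairing, since the deviations of same-numbered libraries from their group means correlated at -0.18, -0.16 and -0.097 across genes. This cannot exclude a pairing, because LV-GALC replicate 1 stood apart and shapes the deviations of its whole group. With the replicate block, 0 genes passed after adjustment and 259 before it.

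The heat map genes that moved in the direction of the figure at an unadjusted p-value under 0.05 numbered from 19 to 22 across the fits without one library. With at least 10 counts in every library 18 of the heat map genes could be tested.

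Of the 11 gene lists, 3 passed in the reported fit. Under fry for one direction 0 passed (for changes in either direction the sialyltransferase list had an adjusted p of 0.0373), and under an estimated correlation 0 passed, so that the desmosome, hemidesmosome and interferon lists, with medians of 0.14, 0.31 and 0.43, lost their calls; the medians do not depend on the set test. From 1 to 5 lists passed across the fits without one library. In those fits the median ran from 0.11 to 0.25 for the desmosome list, from 0.23 to 0.44 for hemidesmosome, from -0.040 to 0.19 for G2/M, from -0.016 to 0.17 for S phase, from -0.069 to 0.10 for tight junction, from -0.17 to 0.11 for immediate-early and from -0.12 to 0.086 for ATF4. The G2/M list also passed with at least 10 counts in every library, with a median of 0.096. The immediate-early list was at -0.011 under upper-quartile normalization, at -0.035 without normalization and at -0.035 after the length and GC correction. The cause was not tested.

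Of the single genes followed across the alternatives, 3 changed sign in some fit, all with values below their standard errors. CDKN2A was at -0.018 without normalization and at -0.044 after the length and GC correction. Without one library CDKN2A ran from -0.16 to 0.18, GOLGA2P7 from -0.12 to 0.14 and CDH1 from -0.70 to 0.14. Of the same genes, 11 passed the adjusted threshold under some alternative and not in the reported fit. The likelihood ratio test also called NPY6R, MIR1238 and MADCAM1, which were not followed across the alternatives.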

Differences from the paper's values

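Figure 6A places ATF3 at a log2 fold change of about -4.5, read by eye, and the value from the deposited counts was 0.29. KIAA0907 lies at about 1.1 in Figure 6A, read by eye, and the value from the deposited counts was -0.20. None of the alternatives set before the data were examined closed either gap. Over those alternatives ATF3 stayed between 0.079 and 0.66, and KIAA0907 between -0.40 and -0.052.

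The paper draws ZNF529 as higher after LV-GALC co-culture, a label read by eye, and ZNF529 had at most 1 count in any library here. The paper shows the heat map genes as differentially expressed, and none of them had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, while 22 of the 24 that could be tested had an unadjusted p-value under 0.05 in the direction drawn. DESeq2 and edgeR's likelihood ratio test each called FAR2P1 and SLC39A5 after adjustment, and the quasi-likelihood test without a filter on low counts called ARHGAP6, FAR2P1, LOC107985971, MSLN and SLC39A5. The paper states that many genes differed between the co-cultures, and the number after adjustment was 0 here, with 383 at an unadjusted p-value under 0.05. The paper describes more desmosome components after co-culture, and the desmosome list was higher under camera at a preset correlation but not under fry or an estimated correlation.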

Other observations

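The camera tests of the gene lists and the edgeR tests of genes under the rule for naming genes were set before the data were examined. So were their alternatives, the test of fibroblast RNA and the count of splits for genes at an adjusted p-value under 0.05. The other tests here were chosen after the results were seen.

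Of the 10 splits of the 6 libraries into 3 and 3, all 10 gave as many genes at an adjusted p-value under 0.05 as the real split, since every split gave 0, and 8 gave as many as its 383 genes at an unadjusted p-value under 0.05. For the desmosome list 3 of the 10 splits gave a camera p as small, and for the hemidesmosome list 2 did. No share below 0.1 is possible with 10 splits.

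ATF3 and KIAA0907 did not show the changes drawn in Figure 6A. An exchange of group labels among the 6 libraries would not produce them, because over the 10 splits the largest absolute log2 fold change was 0.61 for ATF3 and 0.45 for KIAA0907. No other cause was tested. The largest changes among the genes with the smallest p-values, chosen after their values were seen, included SLC2A3, with a log2 fold change of -3.74, and NPY6R, MIR1238 and MADCAM1, which had a group with at most 3 counts in every library. With each library of the low group set at 3 counts, NPY6R was 6.42-fold lower and MIR1238 5.11-fold lower after LV-GALC co-culture. MADCAM1 was 4.90-fold higher on the same basis. These values use the mean of the other group and leave out its spread. Each of these genes had an adjusted p of 0.995 in edgeR's quasi-likelihood test. None of these genes is in Figure 6B.

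LOC388152, listed in the table as GOLGA2P7 and a pseudogene with related copies, had a log2 fold change of -0.015 (standard error 0.29), and the paper's statement on it concerns tumours. For Ki67 protein, the paper reports a higher index of stained LoVo cells after LV-GALC co-culture. MKI67, its RNA, had a log2 fold change of 0.12 (standard error 0.18) in the LoVo libraries. It was 0.0026 without LV-NC replicate 1 and 0.25 without LV-NC replicate 3. CDKN2A had 0.041 (standard error 0.22), CDKN1A 0.26 (standard error 0.20) and CDH1 -0.27 (standard error 0.40). The paper measured p16 (CDKN2A) and p21 (CDKN1A) in fibroblasts and mouse tumours, and E-cadherin (CDH1) in patients' tumours. The CDKN1A value was 0.091 without LV-NC replicate 2 and 0.53 without LV-NC replicate 1. The CDH1 value was 0.14 without LV-GALC replicate 1, where CDH1 had 123 counts against 422 to 684 in the other libraries.

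The other gene lists reported did not pass adjustment in limma's camera. The G2/M list had a median log2 fold change of 0.099 (adjusted p = 0.0602) and passed without LV-NC replicate 1 (median 0.16), without LV-NC replicate 3 (0.19) and with at least 10 counts in every library (0.096). The S phase list had 0.082 (adjusted p = 0.277) and passed without LV-NC replicate 3 (0.17). The tight junction list had 0.13 (0.530) and was at -0.069 without LV-GALC replicate 2. The immediate-early list had 0.013 (0.814), below 0 under upper-quartile normalization (-0.011) and without normalization (-0.035), the ATF4 and unfolded protein response list -0.042 (0.801) and the fibroblast list -0.25 (0.514), and the medians of the first 2 of these 3 changed sign without some single library. The fibroblast median was -0.017 without LV-NC replicate 2, -0.021 without LV-GALC replicate 1 and -0.45 without LV-NC replicate 1, and it did not pass in any fit that left out one library. The immediate-early and ATF4 lists had been set to explain a lower ATF3, which these counts do not show.

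Fibroblast RNA carried into the LoVo libraries was considered for the heat map genes lower after LV-GALC co-culture, INHBA and TLL1 among them. The abundant fibroblast transcripts argue against it, since none of COL1A2, COL3A1 and SPARC exceeded 5 counts in any library, while TLL1 had 50, 83 and 75 counts in the LV-NC libraries. COL1A1 had between 59 and 127 counts, with a log2 fold change of 0.077. Other listed genes went in the direction that fibroblast RNA would give, with log2 fold changes of -0.86 (standard error 0.63) for FN1, which had 110 to 1189 counts, -0.30 (standard error 0.39) for VIM, which had 236 to 961, and -0.84 (standard error 0.31) for LOX, while S100A6 had 0.97 (standard error 0.38) and TIMP1 0.33 (standard error 0.24). The near absence of COL1A2, COL3A1 and SPARC excludes fibroblast RNA at the level TLL1 would need, and the source of the other changes was not tested. LoVo cells expressed 11 of the 20 listed fibroblast genes above the filter.

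LV-GALC replicate 1 lay apart from the other 5 libraries. The first principal component of log2 CPM held 47.7% of the variance and separated it, ribosomal protein genes took 15.7% of its counts against 9.56% to 11.5% in the others, and it had counts for 20275 genes against 21964 to 23386. Without it the common dispersion was 0.0280 instead of 0.0511. It was not a smaller library, since 2 libraries had lower totals. Its values deviated with transcript length (Spearman's rho -0.25 across genes, which are not independent), against 0.032 to 0.19 in the other 5 libraries. With GC content its rho was 0.17, against -0.20 to 0.063 in the others, so trends of nearly this size also occurred in LV-GALC replicate 2 (0.19 and -0.20). After the correction for length and GC content its mean correlation with the other libraries was 0.960 against at least 0.975 for the others, so such a trend is not the whole cause. RNA quality and a difference in that culture stay open, and no biological explanation was tested. Because no library was removed from the reported fit, its spread enters every p-value for the LV-GALC group.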
